A study of Homo sapiens with 4 samples. Its data were reported in "CFIm25 regulates human stem cell function independently of its role in mRNA alternative polyadenylation" (2022).

How the data were processed

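The data are RNA-seq measurements of 4 libraries of human H9 embryonic stem cells, 2 of control cells and 2 of cells with an edited CFIm25 gene and re-expressed 3Flag-CFIm25. Groups and replicate numbers were taken from the sample titles. Per the labels, total RNA was enriched for polyadenylated RNA with oligo(dT) beads, fragmented, reverse transcribed and amplified. The authors state that sequencing and analysis followed the standard protocol of Illumina and the sequencing provider, and that the authors made their expression calls with DESeq2. The aligner, the counting tool, the annotation version and the genome build of this table are not stated.

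The authors deposited a table of 60671 Ensembl genes with 1 column per library. Its header names no unit. The values are read as TPM because each of the 4 deposited columns sums to nearly the same total, between 986853 and 987078, and holds decimals. TPM divides the reads of a gene by the length of its transcript and scales each library to a common total, so a gene that takes a large share of a library lowers all others. The missing part, 1.29% to 1.32% of each library, lies in no row. Values were rounded to 2 decimals. The table holds no counts, so the depth of each library is unknown, no counting error was computed, and count-based tests were not used. There were 0 further columns of per-sample values. Mitochondrial genes took 21.0% and 21.1% of the control libraries and 21.6% and 22.1% of the KO+OE libraries.

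Values were put on the scale log2(TPM + 1). A fold change on this scale understates the change of genes with low values. Genes with a mean of at least 1 TPM over all 4 libraries were tested, 12319 in all, against 26942 with a value above 0 in at least 1 library. The groups were compared with limma 3.58.1 (lmFit, and eBayes with a mean-dependent prior) in R 4.3.3, with group as the only term and a two-sided test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and for a list also over the list alone. Genes were called at an adjusted p under 0.05, and also at an unadjusted p under 0.05 and more than a 2-fold difference. The study states a p and a fold change of this size for calls of its own, and its main text does not say whether the p was adjusted. Confidence intervals are limma's at 95%. Means are given with the SD of 2 libraries.

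Gene lists were fixed before the data were examined. They were the transcripts the study followed by RT-qPCR, pluripotency markers, markers of the germ layers, subunits of the 3′ processing machinery, and the S phase and G2/M phase lists of Seurat 5.3.0. The exception is 1 gene of the first list, which is not reported here: it was taken out after the data had been examined, for a reason unrelated to its values, and every summary of that list was computed without it. Taking it out moved the median of the list farther from 0, and a change of the median's sign with the filter at a mean of 5 TPM was no longer seen. The partners of CFIm25 in elongation, the poly(A) site examples CCND1 and DICER1 and the reference gene GAPDH were reported singly. For each of the 6 lists the median log2 fold change was set against 10000 random lists matched on mean expression, drawn for each member from about 200 genes of neighbouring level. The lists were also tested with camera at a preset correlation of 0.01 and with fry. Genes named are NUDT21, the genes of the lists, and, of those past an adjusted p of 0.05 without overlap between the groups, the 5 largest rises and the 5 largest falls or as many as passed. RPL39, EXOSC6, RN7SL1, RN7SL2 and FP236383.3 were named after their values had been seen.

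The distance between libraries was the mean absolute difference of log2(TPM + 1) over the genes tested. With 2 libraries per group only 3 splits exist, and all were fitted. The limma step was tested on simulated data made from the gene means and the residuals of genes of like level, with 200 genes changed by a known factor in each of 5 runs over 12319 genes. With no gene changed, a mean of 0.2 genes per run passed an adjusted p of 0.05 and a mean of 30.2 an unadjusted p of 0.05 with more than a 2-fold difference. A simulated 4-fold change gave a median estimate of 1.75 on the log2 scale, below the true value because of the pseudocount.

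Positions, transcript lengths and GC content were taken from GENCODE release 44 on GRCh37 by Ensembl identifier. Of all identifiers, 96.7% were found there, and of the genes tested 99.3% were found and 98.6% had a GC content. GC content and length are those of the canonical transcript. The alternatives tried were pseudocounts of 0.1 and 5, no filter, a filter at a mean of 5 TPM, rescaling by median ratios, quantile normalization, limma without the mean-dependent prior, the replicate number as a block, and leaving out each library in turn, where no test was made because 1 group then has a single library. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.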

Results

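RNA was measured in 4 libraries of H9 cells, an established human embryonic stem cell line, after selection of transcripts with a poly(A) tail. The libraries formed 2 groups of 2. The control group was H9 cells labelled as control. The other group carried an edited CFIm25 gene together with a lentiviral 3Flag-tagged CFIm25 that put the protein back, and is called KO+OE here. The labels call the edit a knockout in one place and a knockdown in another, and the study describes cells with a shortened protein at a low level. CFIm25 is a subunit of cleavage factor I, which binds upstream of the site where a new mRNA is cut and polyadenylated, and it is encoded by NUDT21. Cells with the edit and no re-expression were not analysed here. The comparison therefore asks how far the transcriptome of the re-expressing line stood from that of control cells.

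The deposited values, for 60671 genes, name no unit and were read as TPM. TPM gives the share of transcripts of each gene scaled to a common total. The values of each library summed to between 986853 and 987078. The number of genes listed at 1 TPM or more was 12317 and 12284 in the control libraries and 12332 and 12179 in the KO+OE libraries. TPM carries no read counts, so the sequencing depth of the libraries is unknown, and the precision below comes from the spread between replicates. Exact 0 was listed for 63.3% of all values. A listed 0 is not taken here as proof of absence, since EXOSC6, which encodes a subunit of the RNA exosome, was listed at 0.22 and 0.37 TPM in the control libraries and at 0 in both KO+OE libraries.

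The edited gene was examined first. NUDT21 (ENSG00000167005) lies on the minus strand of chromosome 16 from 56463045 to 56486111 in the GENCODE release 44 annotation of GRCh37; the deposited table itself gives no positions. Its level was 156 ± 5.99 TPM in control (SD, n = 2) and 159 ± 3.88 TPM in KO+OE (SD, n = 2). The log2 fold change was 0.03 with a 95% confidence interval of -0.09 to 0.14, and limma gave an adjusted p = 0.980. NUDT21 RNA thus did not differ between the groups by more than the spread between replicates, and its level does not tell the groups apart. Leaving out a control library moved the fold change most, to 0.07 without replicate 1 and to -0.01 without replicate 2.

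The groups were then compared over the whole transcriptome. Across the 12319 genes with a mean of at least 1 TPM, the mean absolute log2 difference was 0.202 between the control libraries and 0.196 between the KO+OE libraries. It was 0.199 to 0.202 between libraries of different groups. The ratio of the between-group to the within-group distance was 1.01. With 4 libraries only 3 splits exist, so no test of this ratio could reach a p under 0.333. The alternative that moved it most was leaving out control replicate 2, which gave 1.03.

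**Figure D1:**
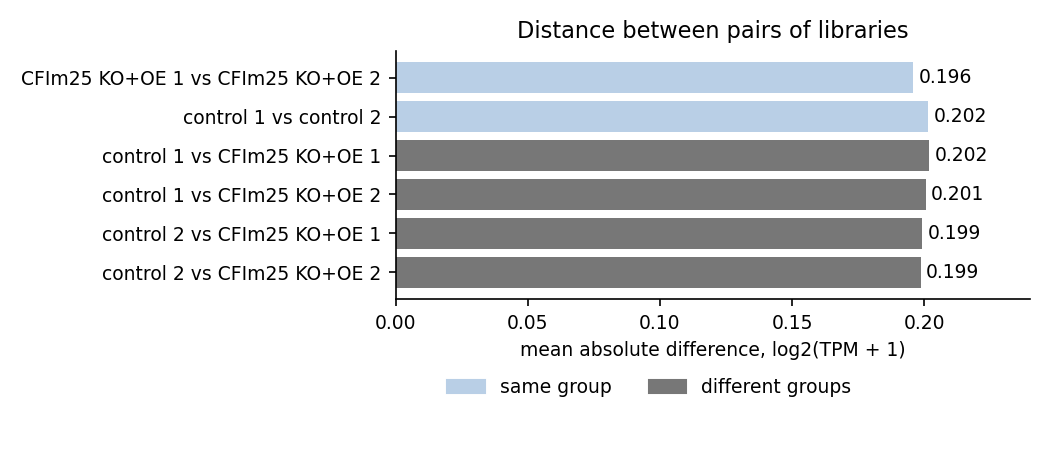
Bars show the mean absolute difference in log2(TPM + 1) between each pair of libraries over 12319 genes, light for pairs of the same group and dark for pairs of different groups. Pairs of different groups lie between 0.199 and 0.202, and the replicate pairs at 0.202 in control and 0.196 in KO+OE.

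In the limma comparison, 1 gene passed an adjusted p of 0.05 and 656 genes passed an unadjusted p of 0.05, where 616 would be reached by chance if no gene differed. The 1 gene was AC125388.1 (ENSG00000241069), a processed pseudogene of the ribosomal protein gene RPL39. It lies on chromosome 19 from 53889486 to 53889641 in the same annotation. It was listed at 0 in both control libraries and at 8.63 and 8.22 TPM in the KO+OE libraries, with an adjusted p = 0.0445 from limma. Its parent gene RPL39 was listed at 1612 to 1771 TPM in all 4 libraries, so the value of the pseudogene is uncertain, as near-identical copies share reads. The call was lost with a pseudocount of 0.1, where no gene passed and the adjusted p of AC125388.1 was 0.222.

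At an unadjusted p under 0.05 with more than a 2-fold difference, 54 genes passed, 27 higher and 27 lower in KO+OE. Of these, 50 had a mean under 5 TPM, and 27 were listed at exactly 0 in at least 1 library. Only 35.2% of them were protein-coding, against 87.7% of all genes tested. The other ways of splitting the 4 libraries into pairs gave 51 and 59 such genes, and simulated data with no gene changed gave a mean of 30.2 per run. The alternative that moved the count most was the filter at a mean of 5 TPM, which gave 5 genes.

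**Figure D2:**
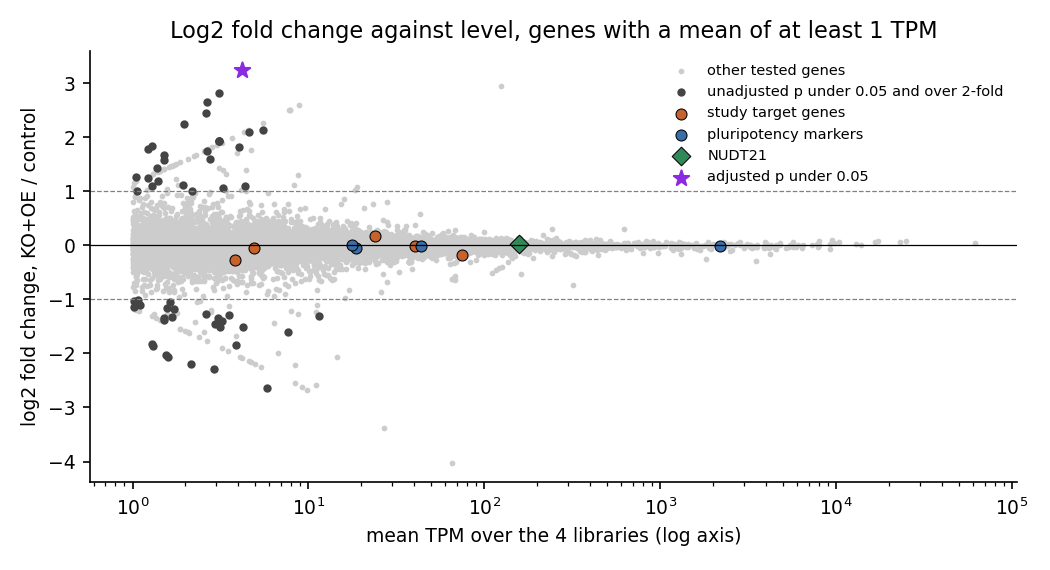
Each point is a gene with a mean of at least 1 TPM; the horizontal axis is the mean TPM of the 4 libraries on a log scale and the vertical axis the log2 fold change of KO+OE over control. Dark points mark the 54 genes with an unadjusted p under 0.05 and more than a 2-fold difference, of which 50 have a mean under 5 TPM; the star marks AC125388.1.

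The precision was set by the level of a gene. The median absolute log2 difference between the control replicates was 0.189 for genes with a mean of 1 to 5 TPM, 0.102 for genes from 5 to 50 TPM and 0.044 above 50 TPM. The 95% confidence interval of the log2 fold change lay wholly within 2-fold in either direction for 11409 genes, or 92.6% of those tested. In simulated data with 200 genes changed per run, recovery was counted at an adjusted p under 0.05. For genes with a mean of at least 10 TPM, 79.5% of 2-fold changes and 99.3% of 4-fold changes were recovered. For genes under 10 TPM the shares were 2.98% and 45.9%, so changes of this size in weakly expressed genes were often not detectable. All these shares may be too high for the comparison made here. Many changed genes ease the adjusted threshold, and the simulation mixed residuals across genes. Without changes it also gave fewer genes past the 2-fold cut-off than any split of the real libraries.

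The study reported that most transcripts that were lower in the CFIm25 mutant were restored by re-expression. It followed a set of the genes lower in the mutant by RT-qPCR, and 11 are reported here. Of these, 5 had a mean of at least 1 TPM and were tested. DCTN5 was 22.4 ± 0.467 TPM in control and 25.3 ± 0.134 TPM in KO+OE (SD, n = 2 each), and CHCHD2 was 40.6 ± 0.389 and 40.4 ± 3.33 TPM. MT1G was 78.7 ± 2.04 and 69.6 ± 10.3 TPM, and TNFSF9 was 4.27 ± 0.297 and 3.35 ± 0.0849 TPM. LINC00458 was between 3.65 and 6.08 TPM in all libraries, and its log2 fold change took either sign when 1 library was left out, from -0.35 without KO+OE replicate 1 to 0.25 without KO+OE replicate 2. The log2 fold changes of the 5 genes ran from -0.28 for TNFSF9 to 0.17 for DCTN5. None passed an adjusted p of 0.05 over all genes, and 0 passed when adjusted over the list alone, where 1 gene had an unadjusted p under 0.05. The study chose this list on its own cells, so the second count is not independent evidence. The median log2 fold change of the list was -0.05, at the 20.8th percentile of 10000 random lists of the same size matched on mean expression. Leaving out control replicate 1 moved it most, to -0.18, and it was -0.02 without control replicate 2.

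The other 6 genes had means under 1 TPM and were not tested with the rest, and the precision at such levels is low. ZFP42 (ENSG00000179059), the gene for the pluripotency factor rex1, lies on chromosome 4 from 188916925 to 188926200 in the same annotation. It was listed at 0.16 and 0.13 TPM in the control libraries and at 0.12 and 0.07 TPM in the KO+OE libraries. CCDC152 was listed at 0.05 and 0.12 TPM in control and at 0.14 and 0.12 TPM in KO+OE. ZNF717 was listed at 0.26 and 0.02 TPM in control and at 0.04 and 0.03 TPM in KO+OE. ZIC1 was listed at 0.43 and 0.61 TPM in control and at 0.14 and 0.13 TPM in KO+OE, so it was lower in both KO+OE libraries. Without the filter on low values, 2 of the 11 genes had an unadjusted p under 0.05, and limma gave ZIC1 an adjusted p = 0.873. DPPA5 and TUSC1 lay between 0.45 and 1.16 TPM in all 4 libraries.

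**Figure D3:**
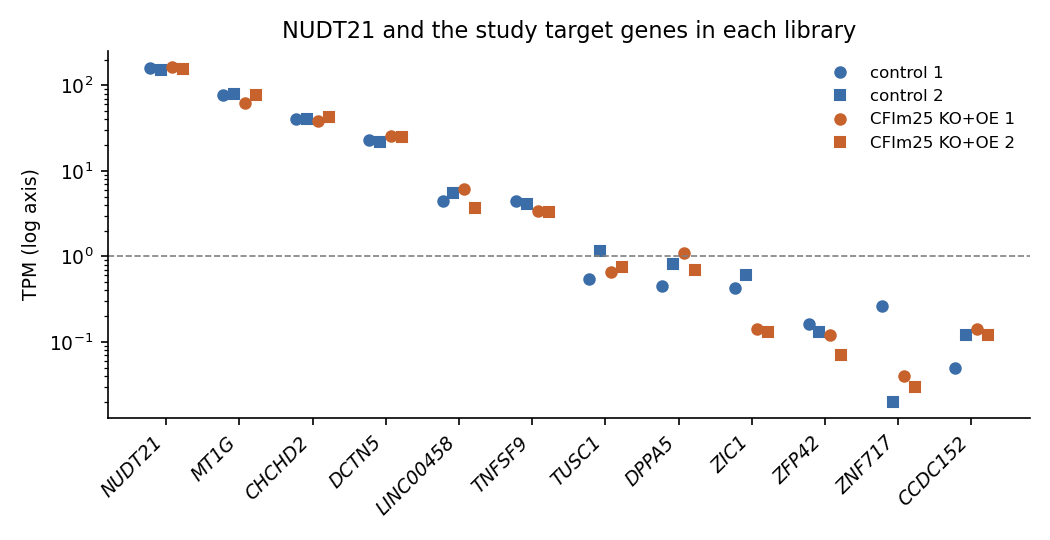
Levels in TPM, on a log axis, of NUDT21 and of 11 study target genes in each of the 4 libraries; blue marks control, orange KO+OE, circles replicate 1 and squares replicate 2, and the dashed line is 1 TPM. ZFP42, CCDC152, ZNF717, ZIC1, DPPA5 and TUSC1 have control means under 1 TPM.

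Self-renewal and lineage markers were compared next. POU5F1 was 2199 ± 19.2 TPM in control and 2179 ± 21.8 TPM in KO+OE (SD, n = 2 each). NANOG was 17.7 ± 1.24 and 17.9 ± 2.86 TPM (log2 fold change -0.15 without KO+OE replicate 1 and 0.16 without KO+OE replicate 2), SOX2 was between 18.19 and 19.36 TPM in all 4 libraries, and MYC was 43.8 ± 1.90 and 43.2 ± 0.933 TPM. The median log2 fold change of these 4 pluripotency markers was -0.02, and -0.042 without control replicate 2. No marker had an unadjusted p under 0.05, so that 0 passed over all genes and 0 adjusted over the list alone. Of the 15 markers of the germ layers, 12 had a mean under 1 TPM and a highest value of 0.87 TPM in any library; SOX17 was listed at 0 in all 4. The 3 tested lineage markers had a median log2 fold change of -0.02, which was -0.044 without control replicate 1 and 0.0068 without control replicate 2. Among them OTX2 was 11.1 ± 0.368 TPM in control and 8.97 ± 0.283 TPM in KO+OE, a log2 fold change of -0.27 with an adjusted p = 0.928 from limma. None of the 3 passed over all genes and 0 passed adjusted over the list alone, with 1 at an unadjusted p under 0.05.

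The partners of CFIm25 in mRNA 3′ processing were compared in the same way. The 18 genes of cleavage factor I and the other processing factors had a median log2 fold change of 0.0050, with 9 higher and 9 lower in KO+OE. None passed an adjusted p of 0.05 over all genes, and 0 adjusted over the list alone, with 1 at an unadjusted p under 0.05. CPSF6 was 21.5 ± 0.990 TPM in control and 24.6 ± 0 TPM in KO+OE, and CPSF7 was 37.6 ± 1.91 and 40.9 ± 0.148 TPM. For CPSF2 a single library decided the fold change. CPSF2 was listed at 1.22 and 1.31 TPM in control and at 10.19 and 0.84 TPM in KO+OE. Its log2 fold change was -0.30 without KO+OE replicate 1 and 2.30 without KO+OE replicate 2. The median of the list changed sign with the filter at a mean of 5 TPM, to -0.052, and it was -0.041 without KO+OE replicate 1 and 0.067 without KO+OE replicate 2. The 4 tested genes for HNRNPL and the subunits of the PAF1 elongation complex had log2 fold changes from -0.21 for RTF1 to 0.30 for CDC73 and adjusted p-values of at least 0.938. That of RTF1 was -0.11 without control replicate 1, and that of CDC73 was 0.097 without KO+OE replicate 1 and 0.51 without KO+OE replicate 2. LEO1 and CTR9 had means under 1 TPM. Of the genes with known CFIm25-dependent poly(A) sites, CCND1 had a log2 fold change of 0.11, which was 0.01 without KO+OE replicate 1 and 0.20 without KO+OE replicate 2, and DICER1 was listed at 0.72 to 1.14 TPM. GAPDH was 6090 ± 93.4 TPM in control and 6104 ± 150 TPM in KO+OE.

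The study measured a change of cell cycle phases in the mutant, so genes of the S and G2/M phases were compared. The 36 tested S phase genes had a median log2 fold change of 0.0026, with 18 higher and 18 lower. The 47 tested G2/M phase genes had a median of 0.02, with 28 higher and 19 lower, at the 96.2nd percentile of the matched random lists. Without KO+OE replicate 1 the medians were -0.027 for S phase and -0.0054 for G2/M, and without KO+OE replicate 2 they were 0.028 and 0.033. No gene of either list passed an adjusted p of 0.05 over all genes, and 0 passed adjusted over the list alone in each; 1 gene of each had an unadjusted p under 0.05. Across the 6 lists, the limma set test camera with a preset correlation gave adjusted p-values from 0.920 to 0.958. The test fry, which makes no such assumption, gave adjusted p-values from 0.269 to 0.857, so no list was called by either.

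**Figure D4:**
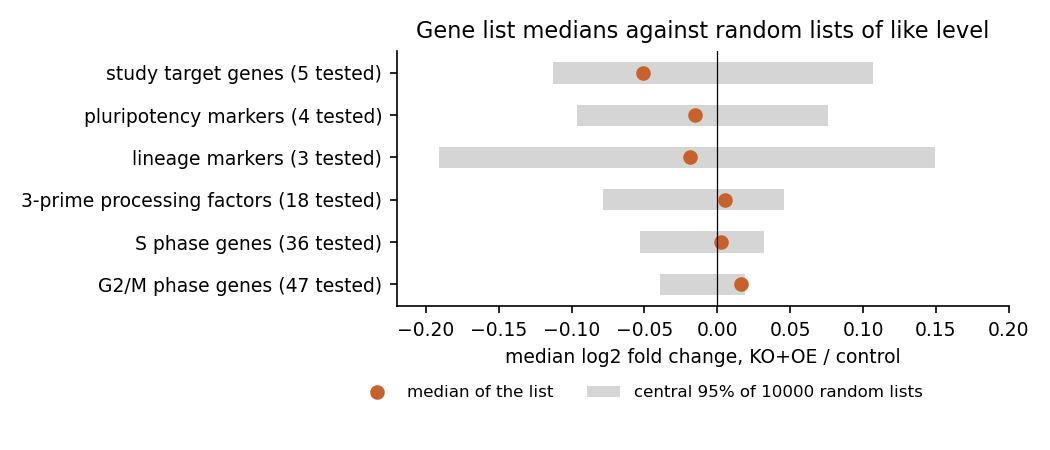
Orange points show the median log2 fold change of KO+OE over control of each gene list, and grey bars the central 95% of 10000 random lists of the same size matched on mean expression. The 6 medians lie between -0.05 and 0.02, each inside its bar.

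One property was shared by all 4 libraries. Complex subunits, 235 genes in 17 families chosen by symbol alone, were listed at higher levels where their transcripts were rich in G and C. Not all of them are used by these cells: PSMB11, SMC1B and PSMA8 had means of 0, 0.0025 and 0.01 TPM. The Spearman correlation across these genes, which are not independent replicates, was 0.623 to 0.628 between TPM and the GC content of the transcript and -0.421 to -0.410 between TPM and its length. The median level was 2.26 TPM for the 47 subunits with a GC content of up to 40% and 91.0 TPM for the 26 subunits between 55 and 60%.

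**Figure D5:**
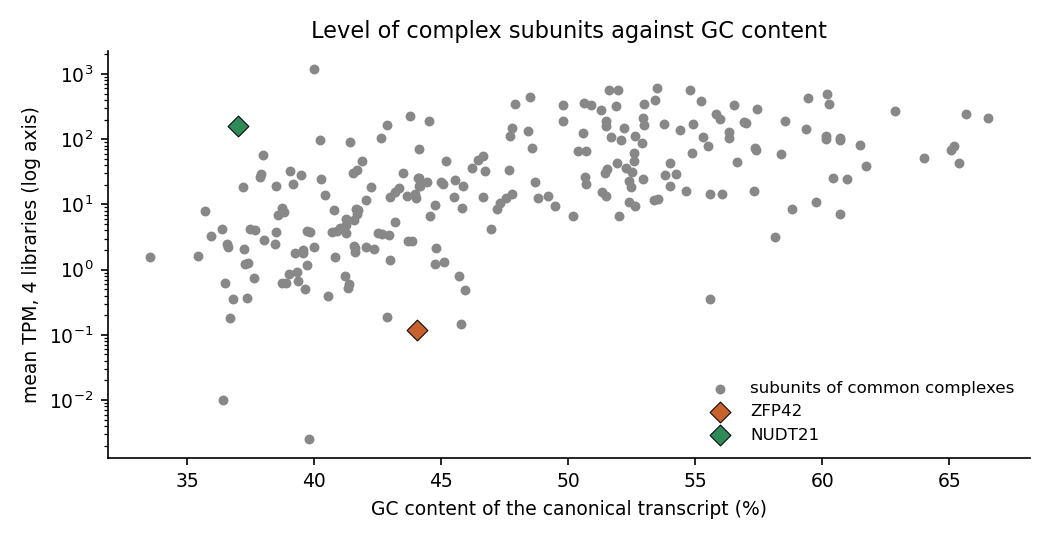
Each grey point is a gene chosen by symbol as a complex subunit. The horizontal axis is the GC content of its canonical transcript in percent. The vertical axis, on a log scale, is its mean TPM over the 4 libraries. A subunit listed at 0 in every library is not drawn. Levels rise from a median of 2.26 TPM at a GC content of up to 40% to 91.0 TPM between 55 and 60%; ZFP42 lies low and NUDT21 high for their GC content.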

Values the study reported

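The study compared CFIm25-mutant with control H9 cells by RNA-seq, a comparison other than the one made here. At P < 0.05 and a fold change over 2 it reported 99 genes lower and 129 genes higher in the mutant. With a fold change over 1 it reported 587 genes, 277 lower and 310 higher. It counted 14,274 genes as expressed, at an FPKM over 1. The study also compared re-expressing with mock control cells by RNA-seq. It reported that most genes lower in the mutant were restored by the re-expression.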

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

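NUDT21 stayed on the same side of the threshold in the 8 alternatives with a test. Over all 12, its log2 fold change ran from -0.01, without control replicate 2, to 0.07, without control replicate 1. Of 48 list medians tested under an alternative, 47 kept their direction with the study target list as it was used here, a count that depends on which genes that list holds, and in none did camera pass 0.05. The median that reversed was that of the 3′ processing factors, -0.052, with the filter at a mean of 5 TPM, which removes genes from the list. The same filter left 2 lineage markers and moved their median to -0.147, with an unadjusted p = 0.0635 from camera. For the G2/M genes it gave an unadjusted p = 0.0598 from camera. With that filter the ratio of distances fell to 0.990.

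The count at an adjusted p under 0.05 went from 1 to 0 with a pseudocount of 0.1, with a pseudocount of 5, without a filter, with the filter at 5 TPM and with quantile normalization; at an unadjusted p under 0.05 these gave 670, 634, 1314, 412 and 649 genes. The filter at 5 TPM drops AC125388.1 itself; the other causes were not tested. The adjusted p of AC125388.1 ran from 0.0314 to 0.772. The count at an unadjusted p with more than a 2-fold difference was 96 with a pseudocount of 0.1, of which 50 were among the 54, and 6 with a pseudocount of 5, since the pseudocount sets the fold change of low genes. It was 5 with the filter at 5 TPM.

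Replicate numbers did not pair the libraries: the correlation of the deviations of same-numbered libraries was -0.049. With the replicate number as a block, 0 genes passed an adjusted p of 0.05 and 673 an unadjusted p of 0.05, and 64 passed the 2-fold cut-off.

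Over the 4 comparisons that each left out one library, the median log2 fold change ran from -0.18 (without control replicate 1) to -0.021 (without control replicate 2) for the study targets, from -0.042 to -0.0099 for the pluripotency markers (without control replicate 2 and KO+OE replicate 2), from -0.044 to 0.0068 for the lineage markers (without control replicates 1 and 2), from -0.041 to 0.067 for the 3′ processing factors (without KO+OE replicates 1 and 2) and from -0.0081 to 0.033 for the G2/M genes (without control replicate 2 and KO+OE replicate 2); the ratio of distances ran from 0.990 to 1.03. The S phase median ran from -0.027 to 0.028 (without KO+OE replicates 1 and 2). CHCHD2 and PAF1 reversed under median-ratio rescaling, to 0.0012 and 0.010, and POU5F1 and PAF1 under quantile normalization, to 0.0076 and 0.0081. Of the other alternatives for single genes, 5 were weaker and 30 moved. Leaving out 1 library turned the sign of the fold change for 12 of the 38 named genes tested. The fold change ran from -0.30 to 2.30 for CPSF2, from -0.35 to 0.25 for LINC00458 and from -0.15 to 0.16 for NANOG (without KO+OE replicates 1 and 2), from 0.097 to 0.51 for CDC73 and from 0.012 to 0.20 for CCND1 (the same libraries), from -0.30 to -0.11 for RTF1 (without control replicates 2 and 1), from -0.44 to 0.37 for CSTF3 (without control replicates 2 and 1), and from -0.094 to 0.071 for CHCHD2 (without KO+OE replicates 2 and 1). That of MT1G kept its sign but ran from -0.33 to -0.033 (without KO+OE replicates 2 and 1). DESeq2 was not run, since the table holds no counts.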

Other observations

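The tests of overlapping genes among the calls, of simulated changes and of GC content within families and at fixed length, and the first of the tests on RNA without a poly(A) tail, were set before their results were seen; the other tests were chosen after.

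The groups were hardly farther apart than replicates. Of the 3 splits of the 4 libraries, 2 gave at least as many genes with an adjusted p under 0.05 as the 1 found, and 2 gave at least as many as the 54 genes at the 2-fold cut-off, the real split included in each. The split by replicate number gave 0 and 51 genes, and the remaining one 5 and 59. Simulated data with no gene changed gave a mean of 30.2 genes at the 2-fold cut-off, fewer than any of the splits. With 3 splits no share under 0.05 can be reached, so this alone decides nothing. Noise that hides 4-fold differences is argued against for genes with a mean of at least 10 TPM, where 99.3% of simulated ones were recovered. The ratio of distances of 1.01 is consistent with lines whose transcriptomes are alike, and also with libraries that came from one culture or one pool of RNA. These cannot be told apart here. Reads of the tag itself are not in a table of gene levels. Reads of the coding part of the transgene may have been counted at NUDT21. NUDT21 was listed at 160.67 and 152.2 TPM in control and at 162.09 and 156.6 TPM in KO+OE. No added NUDT21 signal was thus seen beyond the spread between replicates. That does not separate alike lines from a single source, because NUDT21 RNA in edited cells without re-expression was not analysed. A biological effect of the re-expression, which the design names, stays open and untested without the mutant.

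The genes at the 2-fold cut-off were mostly not protein-coding. The share of protein-coding genes was 35.2%, below the 68.5% to 88.9% in 95% of random sets matched on level. Reads shared with an overlapping gene or a near-identical copy are a candidate explanation. The share of calls that were pseudogenes or overlapped another listed gene was 64.8%, inside the 42.6% to 70.4% of matched sets, so the test neither bears this out nor excludes it for 54 genes.

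ZFP42 was near 0 in the control libraries, at a mean of 0.145 TPM, although these are undifferentiated cells with POU5F1 at 2199 TPM. Loss of transcripts of its GC content and length is argued against as the whole cause: 0 of 21 subunits of like GC content and length were as low in the controls, and their median was 18.6 TPM. Counting of its reads at an overlapping gene is argued against as well, since 0 listed genes overlap it in the annotation. Control libraries made from edited cells might also give low targets. Of the 11 study targets, 6 had a control mean under 1 TPM and 5 did not. Because the level in mutant cells was not analysed here, these counts cannot tell this possibility from a low level in the control cells. The study bears on both. A caption of its supplement writes the comparator of the re-expression RNA-seq as mock (m+OE), without saying what that is. By RT-qPCR the study found rex1 lower in the mutant than in mock cells, on a relative scale that gives no TPM.

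The families of subunits were set by symbol and need not each be a single complex. Where they are, like amounts are often needed, so the rise of subunit levels with GC content may reflect library preparation or quantification. It is not a difference between families: with each of the 17 families centred, the correlation was 0.708 (p = 0.0001, permutation of GC content within families, two-sided, the smallest that 10000 permutations can give), and it was positive in all 17. It is not length in disguise, since the rank correlation with GC content at fixed length was 0.590. A true difference in transcript abundance between GC-rich and AT-rich subunits was not tested. The trend was alike in all 4 libraries. The log2 fold change itself had a Spearman correlation of -0.072 with GC content across genes, and 2 of the 3 splits, the real split included, gave one at least as strong. NUDT21 goes against the trend. Its GC content is 37.01%, its mean level was 158 TPM, and 1 of the 47 subunits with a GC content of up to 40% was listed higher. No explanation for this was tested.

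RN7SL1, RN7SL2 and FP236383.3, a transcript without a position in the annotation used, were singled out after their values were seen. RN7SL1 fell from 132 and 128 TPM in control to 85.7 and 95.7 TPM in KO+OE, and RN7SL2 from 154 and 233 TPM to 121 and 141 TPM. FP236383.3 fell from 2003 and 1938 TPM to 1619 and 1681 TPM. None passed an adjusted p of 0.05, with limma's adjusted p at 0.467, 0.928 and 0.467. The first pair encode the RNA of the signal recognition particle, which is not made as an mRNA. Less carry-over of RNA without a poly(A) tail in the KO+OE libraries is a candidate explanation. A first test, set before its result was seen, went with it: over 59 genes for such RNA the median log2 fold change was -0.16, with 24 higher and 35 lower, and 0 of 10000 random lists matched on level were as low. That test was set aside after its result was seen, because several of its genes are copies that repeat the same values, and because the random lists do not share the larger spread of these genes. The first test and the next both left out RNVU1-7, another gene for such RNA. It was listed at 0 in both control libraries and at 6.23 and 4.4 TPM in KO+OE (limma's adjusted p = 0.307). Its rise goes against the explanation. With each set of copies taken once and RN7SL2 moved to the pattern, the median over 47 genes was -0.074, with 22 higher and 25 lower. The split by replicate number gave a larger one, 0.35. Members that go both ways decide nothing, and the explanation stays open.

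No chromosome stood apart. Over 23 chromosomes with at least 50 genes of a mean of at least 5 TPM, the median log2 fold change lay between -0.02 and 0.01, and the farthest from 0 was -0.022, on chromosome 9. A gain of a whole chromosome in every cell of 1 line would give about 0.58 and a loss about -1. Such a change is argued against by these values; a change in a part of the cells or of a chromosome is not.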
